A study of Mus musculus with 40 samples. Its data were reported in "A genome-wide relay of signalling-responsive enhancers drives hematopoietic specification" (2023).

How the data were processed

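The screen used mouse HM-1 embryonic stem cells, whose Hprt locus is not functional and is repaired when the reporter integrates. Per the labels and the methods of the study, Tn5-cut open-chromatin fragments of 5 stages were cloned, the plasmid libraries were mixed, and cells were transfected, selected, differentiated and sorted by stage and by YFP level. The insert was then amplified with 25 to 30 PCR cycles and sequenced as read pairs. The authors trimmed the reads with Trim Galore, aligned them to mm10 with bowtie2 with a limit on insert size, kept proper pairs with a mapping quality over 40, and took the span from the start of the first read to the end of the second as a fragment. Repeated fragments were reduced to 1. The methods also describe removal of fragments identical to a background library from untransfected cells, a restriction to open chromatin, and a split of fragments into promoter and distal ones by distance from a transcription start, with 1500 bp as the limit. For the reporter libraries, versions of these tools were not given in the sources used here, and which of the last filters had been applied to the deposited lists is not stated.

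The values the authors deposited are coordinates of unique fragments in base pairs, 1 list per library, with no read count, score or molecular identifier. A fragment is therefore counted once in a library however many reads it had, and the depth of a library is its number of fragments. PCR without molecular identifiers can also turn 1 molecule into several fragments whose ends differ by a few bases, so fragments are not fully independent molecules, and the intervals given (Wilson, 95%) and the limits for a count of 0 (3 counts) cover counting error only. No line was repeated within a list. Fragments were 66 to 599 bp long.

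The reference used here was GRCm38, the assembly that mm10 names, and no fragment ran past the end of a chromosome. There were 23 fragments on unplaced or random scaffolds and 13 on the Y chromosome. Fragments on scaffolds were left out of sequence and annotation measures. Transcription start sites, exons and introns came from RefSeq transcripts with curated accessions, and a fragment was placed by its centre. The sharp drop in fragments at 1500 bp from these sites showed that the lists held distal fragments, so the planned comparison of promoter shares was not made. The motif comparisons used fragments over 1500 bp from a start site. GC content was taken from the reference sequence of each fragment.

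Libraries were grouped by stage, gate and replicate from their titles. Positive fragments of a sort were the union of its Low, Medium and High libraries. Positive and negative values were compared by exchanging labels within each stage in all 7776 arrangements. Sharing of identical fragments was tested by exchanging replicate numbers within each group 100000 times. Regions were runs of overlapping fragments from all 40 libraries. Sets of different depth were thinned to the smallest, with the mean of 20 seeded draws. The test per region was a Cochran-Mantel-Haenszel test with continuity correction, adjusted by the Benjamini-Hochberg method, on regions with at least 20 fragments, with the 10 sorts as strata. Motifs were the consensus sequences TGASTCA (AP-1), TGTGGTY (RUNX), GAGGAAGT (PU.1), AGATAAG (GATA), GGAATGY (TEAD), ACAAWGG (SOX), ATGCAAAT (OCT), CAGCTG (EBOX), CCASYAGRKGGC (CTCF), TTGCGCAA (CEBP), GCGCATGCGC (NRF1) and TGGGAA (RBPJ), searched on both strands. The named loci were 10 that the study examines one by one, and for each the region with most positive fragments within the gene or 25000 bp of it was taken. From the test per region, the 5 regions with the lowest adjusted p in each direction were named by the nearest start site. The comparisons, their tests, the loci, the motifs and the alternatives were chosen before the data were examined. The tests of explanations in the closing section were written during the analysis, and those chosen after a result are named there. Pairs of libraries named for their high sharing were picked after their values were seen. The place and nearest start site of a region are those of the fragment nearest its centre.

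The test per region was tested on simulated data, with the real numbers of fragments and 200 of the 5742 regions changed. In 50 regions each, 64.0% of the regions with the odds of being positive lowered to 0.25 were called at the real depth, but only 6.00% of those raised to 4.00 and 2.00% of those changed to 2.00 or 0.50. Among the 5542 unchanged regions 1 was called. At 10 times the depth 84.0% to 100% of the changed regions were called, and the median estimated change was 0.251 for 0.25 and 4.15 for 4.00. At the real depth the test therefore missed most of the simulated changes other than those to 0.25. limma called 0 of the changed regions at the real depth, so its counts have no power behind them here. The 1 call among unchanged regions holds for the simulated data only. In the real data, 35 of 100 splits that called 1 gate of each sort negative gave at least 12 regions, the real split included.

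The replicate numbers pair the samples, since the stages of a replicate derive from 1 pool of transfected cells, and libraries with the same number shared 11.9 percentage points more identical fragments than those with different numbers (permutation p = 1e-05, the smallest these can give). Sorts of 1 replicate are therefore not fully independent of each other, which the permutation tests over the 10 sorts do not take into account. Alternatives tried were the replicate as a block, the High library alone as positive, leaving out fragments found on both sides, collapsing near-identical fragments (both ends within 5 bp), matching negative fragments on GC content and length, searching the central 200 bp, windows of 500 bp, no thinning, at least 2 fragments per region, a minimum of 50 fragments, limma 3.58.1 on log2 fragments per 10000 with a pseudocount of 1, and leaving out each replicate and each sort in turn. The analysis used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and R 4.3.3.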

Results

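The deposited data described a screen for enhancer activity in mouse HM-1 embryonic stem cells and their differentiated progeny. Open-chromatin fragments cut out by the Tn5 transposase had been cloned in front of a minimal promoter and a Venus-YFP reporter gene, and each construct had been placed at the Hprt locus, so that one cell carried one fragment. The cells were studied at 5 stages, which were embryonic stem cells (ES), hemangioblast-like cells (HB), hemogenic endothelium 1 (HE1), hemogenic endothelium 2 (HE2) and hematopoietic progenitors (HP). At each stage they had been sorted into 4 gates by their YFP level (Negative, Low, Medium and High). With 2 replicates this gave 40 libraries in 20 groups of 2. A sort is here 1 stage of 1 replicate, of which there were 10. The fragments of the Negative gate are called negative, and fragments found in the Low, Medium or High gate of the same sort are called positive.

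The libraries held 458486 unique fragments in all, and 354627 different fragments once those found in several libraries were counted once. Depth differed widely. Replicate 1 libraries held 18059 ± 12730 fragments (SD, n = 20) and replicate 2 libraries 4865 ± 7053 (SD, n = 20). The smallest library was HE2 High of replicate 2 with 654 fragments, and the deepest was HE1 Medium of replicate 1 with 51146. Replicate 1 was deeper in 18 of the 20 groups. The exceptions were HE1 Low, with 31915 fragments in replicate 2 against 15458, and HP Negative, with 14951 against 8458. Each line of the data was a fragment and not a read count, so the number of reads behind a fragment was not known.

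**Figure D1:**
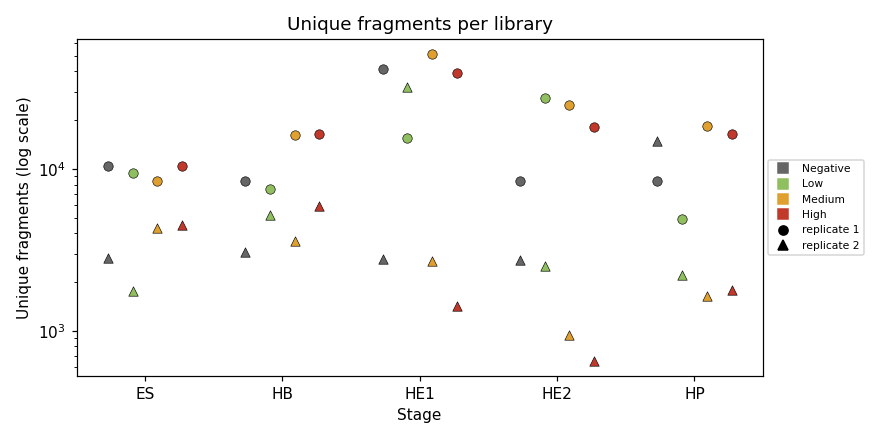
Unique fragments per library on a log scale, by stage on the horizontal axis, with the gate as colour and the replicate as marker shape; each point is 1 library. Replicate 2 lies below replicate 1 except in HE1 Low and HP Negative, and the lowest point is HE2 High of replicate 2 with 654 fragments.

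The first comparison asked whether positive fragments differed in size from those of the Negative gate, some of which were also positive. Over the 10 sorts the median length was 197 ± 54.0 bp (SD, n = 10) for positive and 191 ± 15.6 bp for negative fragments. The difference, averaged over stages, was 6.30 bp and lay within the spread between sorts (two-sided exact permutation test within stage, p = 0.83, n = 10). Without fragments found on both sides it was 3.90 bp (exact permutation p = 0.878). The mean differences of the replicates had opposite signs. In replicate 1 positive fragments were shorter in 5 of 5 sorts, by -14.8 ± 15.1 bp (SD, n = 5), where the exact permutation p was 0.0625, the smallest this number of sorts allows. In replicate 2 they were longer in 3 of 5 sorts, with a mean difference of 27.4 ± 53.5 bp (SD, n = 5; exact permutation p = 0.375). Leaving out a replicate moved the pooled value most, to these 2 values. Among single sorts, leaving out HE1 of replicate 1 (19.5 bp) or of replicate 2 (-6.90 bp) moved it by the same amount and in opposite directions. In HE1 of replicate 2 positive fragments had a median of 332 bp against 212 bp for negative ones. This rested on 1 library, HE1 Low, which held 31915 of the 34809 positive fragments and had a median of 339 bp. The medians of HE1 Medium and HE1 High in that sort were 199 and 212 bp.

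GC content was compared in the same way. It was 53.0 ± 3.23% (SD, n = 10) in positive and 53.3 ± 2.85% in negative fragments, with a difference of -0.273 percentage points (two-sided exact permutation test, p = 0.798, n = 10). That test exchanged labels across the replicates of a stage, so the gap between replicates enters its p. With the replicate as a block the exact permutation p was 0.26. Within replicate 1 the difference was 0.0964 percentage points and within replicate 2 it was -0.642, neither past the threshold. The replicates themselves lay far apart. Mean GC content was 55.9 ± 0.874% in the libraries of replicate 1 (SD, n = 20), between 54.8% and 57.1%, and 50.3 ± 0.614% in those of replicate 2 (SD, n = 20), between 48.9% and 51.0%, so that the ranges did not overlap.

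**Figure D2:**
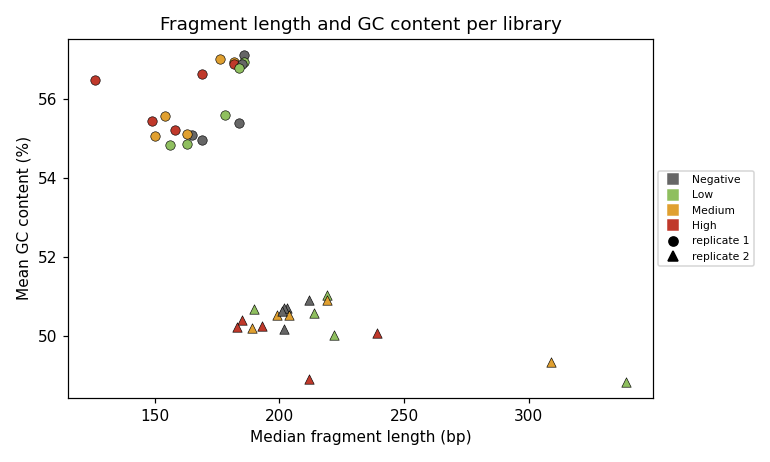
Mean GC content (%) against median fragment length (bp) for the 40 libraries, with the gate as colour and the replicate as marker shape. Replicate 1 lies between 54.8% and 57.1% GC and replicate 2 between 48.9% and 51.0%; HE1 Low (339 bp) and ES Medium (309 bp) of replicate 2 hold the longest fragments.

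Whether promoter fragments were more often positive could not be asked, because the files held distal fragments. Fragment centres from 1500 to 1700 bp of an annotated transcription start site numbered 5151 in replicate 1 and 1077 in replicate 2. In the adjoining 1300 to 1500 bp they numbered 184 and 51. Within 1500 bp lay 2.12% of the fragments of replicate 1 and 0.795% of those of replicate 2. By the annotation, 43.0 ± 2.33% of the fragments of a replicate 1 library (SD, n = 20) had their centre in an intron, 49.6 ± 1.23% lay between genes and 7.42 ± 1.24% lay in an exon. In replicate 2 these shares were 46.2 ± 1.26%, 47.4 ± 1.64% and 6.45 ± 0.643% (SD, n = 20).

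The next comparison asked whether the replicate numbers marked separate pools of transfected cells. A fragment with identical ends in 2 libraries comes most simply from 1 clone or 1 molecule. Pairs of replicate 1 libraries shared on average 3.18% of the smaller library, and pairs of replicate 2 libraries 21.8%. Over all pairs, libraries with the same replicate number shared 11.9 percentage points more than libraries with different numbers (two-sided permutation test with 100000 resamples, p = 1e-05, the smallest these can give). Requiring only that both ends lie within 5 bp moved this value to 13.7, and the Jaccard index gave 3.88.

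Single pairs lay far from these means. HE1 Negative and HE1 Medium of replicate 1 shared 28868 fragments, or 69.8% of the smaller library (95% Wilson interval 69.3% to 70.2%), while the other 5 pairs of gates in that sort shared between 4.68% and 5.90%. In replicate 2, ES Medium and HE1 Low shared 65.5% (95% Wilson interval 64.1% to 66.9%). Other pairs in replicate 2 came close to this, among them HE1 Low and HE2 Medium with 56.4%, HE1 Negative and HE2 Negative with 53.1%, HE1 Negative and HE2 Medium with 51.8%, and HE1 Low and HE2 Low with 51.6%. The 4 gates of HP in replicate 1 shared no fragment with each other, whereas pairs of gates in the other sorts of replicate 1 shared at least 2.16%. As a result, the share of negative fragments that also occurred among the positive fragments of the same sort ran from 0.0% at HP to 71.3% at HE1 in replicate 1, and from 6.67% at HP to 55.8% at HE1 in replicate 2. At HP of replicate 1, a count of 0 among 8458 negative fragments allows a share of up to 0.0355%, a limit that holds only if the list had not been filtered on sharing between gates.

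**Figure D3:**
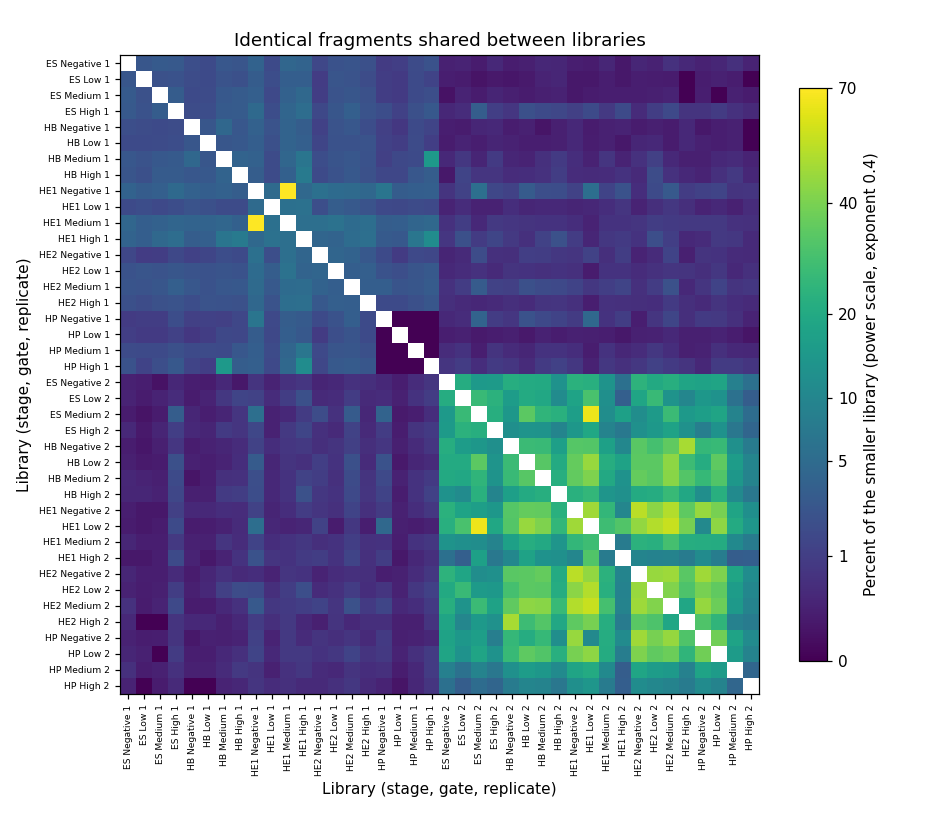
Percent of the smaller library found with identical ends in the other library, for all pairs of the 40 libraries; rows and columns are libraries named by stage, gate and replicate, and the colour scale is a power scale with exponent 0.4. Replicate 2 forms a block of high sharing, HE1 Negative and HE1 Medium of replicate 1 share 69.8%, and the 4 HP gates of replicate 1 share 0.0%.

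Fragments of all libraries that overlapped were merged into 75060 regions with a median width of 264 bp, of which 60.6% held a single fragment. At least 1 positive fragment at any stage was found in 63070 regions. Positive regions numbered 17351 at ES, 22114 at HB, 39786 at HE1, 20141 at HE2 and 17103 at HP, from 36551, 51015, 136536, 71837 and 44827 positive fragments. The median number of positive fragments per positive region was 1.00 at ES, HB and HE1 and 2.00 at HE2 and HP. Regions positive in both replicates made up between 2.48% at HE2 and 5.75% at HE1 of the positive regions of a stage. Depth limits this share, since such a region needs a positive fragment in each replicate. At HE2 positive fragments numbered 68427 in replicate 1 and 3471 in replicate 2. Regions positive at 1 stage alone made up 61.6% of all positive regions, and between 12.2% at HE2 and 47.4% at HE1 of those of a stage. With each stage thinned to 36551 positive fragments, the latter share was between 17.4% at HE2 and 39.9% at ES.

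The study read stage-specific activity from positive fragments within open chromatin of the matching stage. It also set this activity beside gene expression and tested individual enhancers in ES cell clones. The open-chromatin sites were not used here, so the comparison asked only whether the stage of a positive region recurred in the other replicate. With every sort thinned to 3471 positive fragments, the Jaccard index between replicates was 2.31 ± 0.398% (SD, n = 5) for the same stage and 2.31 ± 0.347% (SD, n = 20) for different stages. The difference of 0.00102 percentage points was not detectable at this depth (one-sided exact permutation test over 120 arrangements, p = 0.542). Without thinning it was 0.153 (p = 0.0583, exact permutation test). The same question was asked of the gates. Within a stage the Jaccard index for the same gate exceeded that for different gates by 0.00720 percentage points (one-sided permutation test, p = 0.349), and the difference was above 0 at HB and HE2 and below it at ES, HE1 and HP.

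Activity along differentiation was examined as unbroken runs of stages. Among regions positive in 2 to 4 stages, 54.7% formed 1 unbroken run in the order ES, HB, HE1, HE2, HP. Over the 60 possible orders of the stages the mean was 36.8%, and 1 other order gave a slightly higher value (one-sided exact permutation test, p = 0.0333). The value rested on single sorts. It was 36.4% without HE1 of replicate 1, below the mean of the orders in that setting of 37.0%, and 32.3% without HE2 of replicate 1, against a mean of 38.1%. Within replicate 2 alone it was 43.3% (exact permutation p = 0.3), and within replicate 1 alone 56.5% (exact permutation p = 0.0333). The threshold was also missed without ES of replicate 1 (50.8%), HB of replicate 1 (46.3%), HP of replicate 1 (49.0%), HB of replicate 2 (50.2%) or HE1 of replicate 2 (57.6%).

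**Figure D4:**
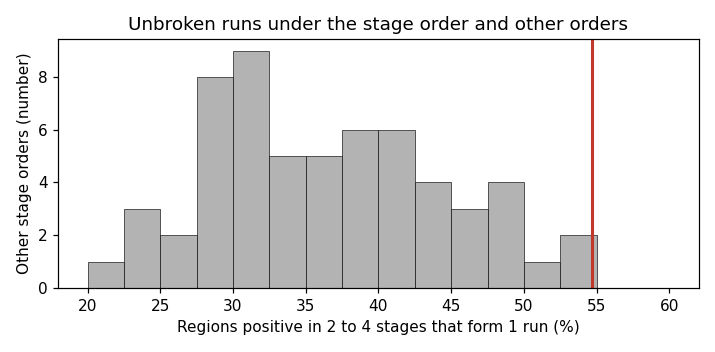
Histogram of the percent of regions positive in 2 to 4 stages whose stages form 1 unbroken run, over the other orders of the 5 stages, with the number of orders on the vertical axis; the vertical line marks the developmental order. The line lies at 54.7%, and the mean over the 60 orders is 36.8%.

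To find regions with more or fewer positive fragments than their negative fragments predict, a Cochran-Mantel-Haenszel test with the 10 sorts as strata was run on the 5742 regions with 20 or more fragments. After Benjamini-Hochberg adjustment 12 regions were past 0.05, 1 with more and 11 with fewer positive fragments, and 202 had an unadjusted p under 0.05. The alternative that moved this count most was pooling the replicates of a stage, which gave 30 regions, all with fewer positive fragments. Collapsing fragments with both ends within 5 bp in 1 library left 0 regions by the same test, 100 with an unadjusted p under 0.05, and 0 by limma on the fragments as deposited. As many as 12 regions were also found when another gate of each sort was called negative, in 35 of 100 such splits with the real one included. The region with more positive fragments lay on chromosome 13 from 83730461 to 83730941 (mm10), in an intron and 1821 bp upstream of the nearest start site, that of C130071C03Rik, with 19 positive fragments where 11.2 were expected and 0 negative ones (Cochran-Mantel-Haenszel test, adjusted p = 0.00909). All 19 came from replicate 2, and with the replicates of a stage pooled it was not past the threshold (adjusted p = 0.724). The next 4 in this direction, nearest to Ndufa8, Adam19, Crh and Spata6, were not past the threshold. The 5 regions with the lowest adjusted p among those with fewer positive fragments were nearest to Gtf3c4, Stx3, Syt13, Ntm and Ppp1r3a. The one nearest to Gtf3c4 (chromosome 2, 28793049 to 28793449, in an intron) had 36 positive fragments where 57.1 were expected, with an adjusted p of 5.39e-07, and 31 of these came from HE1 of replicate 2. Its 36 negative fragments came from 2 sorts. The one nearest to Stx3 (chromosome 19, 11800494 to 11801067, in an intron) had 65 where 93.8 were expected, with the same adjusted p. For both, the direction turned when replicate 1 was left out. The ratio of observed to expected fragments was then 1.07 near Gtf3c4 and 1.04 near Stx3. Without HE1 of replicate 1 it was 1.09 near Gtf3c4, and near Stx3 it was 0.869 and no longer past the threshold, as also without HP of replicate 1 (0.810). The positive fragments of the regions nearest to Syt13 (6), Ntm (15) and Ppp1r3a (6) were all from replicate 2.

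At the 10 loci fixed beforehand, the region with most positive fragments was taken. None had an adjusted p below 1.00 in the test per region, and the ratio of observed to expected positive fragments lay between 0.769 at Sox17 and 1.12 at Hspg2. At Runx1 the region lay on chromosome 16 from 92822070 to 92822770, in an intron 3653 bp from a transcription start site, and held 34 positive and 7 negative fragments. Its positive fragments came from HB, HE1, HE2 and HP of replicate 1 (10, 7, 11 and 5) and from ES of replicate 2 (1). At Dlk1 the region lay on chromosome 12 from 109437412 to 109438216, between genes and 15005 bp upstream of the start site of Dlk1, with 25 positive and 5 negative fragments, all positive ones from replicate 1. At Spi1 the region was on chromosome 2 from 91082606 to 91083370, in an intron 589 bp from the start site of Spi1 and so among the few fragments left within 1500 bp of one, with 28 positive fragments in HE1, HE2 and HP of replicate 1 (13, 4 and 11) and 14 negative ones. At Pxn the region lay on chromosome 5 from 115489456 to 115490506, between genes and nearest to the start site of Sirt4, and was the only one of the 10 with a positive fragment in all 10 sorts (117 positive and 33 negative fragments).

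Sequence motifs were compared as the percent of distal fragments with at least 1 match to a consensus. None of the 12 motifs passed the threshold between positive and negative fragments (two-sided exact permutation tests with Benjamini-Hochberg adjustment, lowest adjusted p = 0.917), and 0 had an unadjusted p under 0.05. The lowest unadjusted p was that of OCT (exact permutation p = 0.193), with a difference of 0.139 percentage points. These tests exchanged labels across the replicates of a stage, so the gap between replicates enters their p. With the replicate as a block the lowest adjusted exact permutation p was 0.797. The differences were -0.269 percentage points for AP-1, -0.0985 for PU.1, -0.0672 for RUNX, -0.0636 for GATA and -0.00645 for CEBP, and 0.251 for TEAD, 0.238 for CTCF, 0.188 for EBOX, 0.157 for SOX, 0.141 for RBPJ and 0.0122 for NRF1. AP-1 matches were more frequent in positive fragments in 2 of 10 sorts and TEAD matches in 5 of 10. CTCF matches were more frequent in 7 of 10, among them 5 of 5 of replicate 1, where RUNX and GATA matches were less frequent in 5 of 5 (adjusted exact permutation p = 0.214 for each of the 3). With 5 sorts the smallest exact permutation p before adjustment is 0.0625, so none of these could have passed. Positive fragments were also shorter in 5 of 5 sorts of replicate 1, and these shares were not adjusted for length. The alternatives left the count at 0, and the direction held under all of them for AP-1 alone.

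Across the 5 stages no motif passed the threshold either (permutation tests with 100000 resamples, adjusted over the 12 motifs), and 1 had an unadjusted p under 0.05. This was TEAD (permutation p = 0.0276, adjusted permutation p = 0.331). TEAD matches were found in 7.51 ± 1.18% of positive fragments at HE1 and 5.37 ± 0.229% at HP (SD, n = 2). Positive fragments had median lengths of 153 and 332 bp at HE1 (replicates 1 and 2) and 143 and 190 bp at HP. These shares were not adjusted for length. Without HE1 of replicate 1 the count was 1, which was TEAD. RUNX matches were found in 8.01 ± 0.270% at HP and 8.22 ± 2.05% at ES (SD, n = 2), PU.1 matches in 2.38 ± 0.898% and 1.95 ± 0.00563%, and GATA matches in 4.17 ± 0.635% and 2.94 ± 1.20%. SOX matches were found in 9.58 ± 2.04% at HE1 and OCT matches in 1.26 ± 0.0929% at ES (SD, n = 2). Among these shares the spread between replicates ran from 0.00563 percentage points for PU.1 to 2.05 for RUNX, both at ES. CTCF matches were found in 5.60% of positive fragments in replicate 1 and 1.39% in replicate 2, averaged over stages, and were more frequent in replicate 1 at all 5 stages.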

Values the study reported

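The study reported that 22−31% of fragments lay in distal elements and that these covered over 70,000 ATAC sites with enhancer activity over all stages. It reported a median of 3 to 6 positive fragments per distal ATAC site, and that 10% to 20% of distal sites had activity at a single stage.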

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

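The permutation tests within replicate, which replaced a permutation over all 10 differences, were chosen only after results that bear on them were seen, and so were the checks of counting error and of short fragments, by which the tests of fragment length below are read as undecided. Each of the 20 groups held 2 samples, so no test of a single outlying sample was made.

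What drew attention to the differences below is that positive minus negative values were above 0 in both replicates of 1 stage and below 0 in both replicates of another. The difference named last, that of RUNX, was found by a test over all stages instead. None of the differences between 2 stages was tested by itself. An exact permutation of 2 values against 2 cannot pass the threshold, and no model with a pooled spread was fitted. A biological difference between the stages stays open and untested in each case.

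GC content of positive minus negative fragments was 0.551 and 0.167 percentage points at HP (replicates 1 and 2), -0.193 and -0.736 at ES, and -0.0616 and -0.514 at HB. HP lay 0.823 percentage points above ES and 0.647 above HB. Chance stays open, since a permutation of the stage labels within replicate gave p = 0.233 (exact permutation test, 120 arrangements). Whether fragment length contributes stays open. Among fragments of 150 to 200 bp the difference at HP of replicate 2 was -0.0915, so that the signs were no longer opposite in every sort, but this value lay within its counting error (SE 0.298).

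The share of fragments with a TEAD match, positive minus negative, was -0.788 and -0.511 percentage points at HP and 0.357 and 0.406 at HE2, a difference of -1.03 between the stages. Chance stays open, with an exact permutation p of 0.417 within replicate. Whether fragment length contributes stays open too. With only the central 200 bp of each fragment searched the signs stayed opposite in all 4 sorts, with HP going from -0.788 to -0.265 and from -0.511 to -0.441 (replicates 1 and 2), and HE2 from 0.357 to 0.536 and from 0.406 to 0.112. That search leaves fragments of up to 200 bp as they are, which were 69.6% of the positive and 56.8% of the negative fragments at HP of replicate 1.

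Opposite signs were also found for SOX (HE2 minus HB 0.686 and HP minus HE2 -1.41 percentage points), OCT (HP minus HB -0.347), EBOX (HP minus ES -2.30), NRF1 (HE1 minus HB -0.0552) and RBPJ (HB minus ES -2.60 and HP minus ES -4.57). With TEAD these make 8 pairs of stages over the 12 motifs. Chance can account for such a number, since stage labels permuted within replicate gave 9.40 pairs on average and at least 8 with p = 0.675 (exact permutation test). This bears on the TEAD difference as well. Whether fragment length contributes cannot be told apart from this, because the search of the central 200 bp, under which 4 of the 7 pairs other than TEAD kept opposite signs, has the same limit.

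The share of fragments with a RUNX match, positive minus negative, had the lowest p across the 5 stages (exact permutation p = 0.025 within replicate). It ran from -2.16 and -0.946 percentage points at HP (replicates 1 and 2) to -0.161 and 2.83 at HE1. Chance stays open, since the adjusted p over the 14 results compared in this way was 0.35 (exact permutation test). A permutation over all 10 differences gave p = 0.258. Fragment length was not tested here.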

How the results depend on the processing

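The alternatives were chosen before the data were examined, and none was added later. The sharing of identical fragments by replicate number kept its direction and its side of the threshold under all 12 of its alternatives (13.7 percentage points with both ends within 5 bp, 3.88 by the Jaccard index, 8.54 to 14.2 when a sort was left out). The length and GC differences and the stage and gate effects on shared regions passed the threshold in no setting, so their changes of sign are changes among values that were not called.

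With the replicate number as a block, the length difference (6.30 bp, exact permutation p = 0.846), the GC difference (-0.273 percentage points, exact permutation p = 0.26), the number of motifs between positive and negative fragments (0) and that across stages (0) kept their side of the threshold. The test per region has the replicate in its strata, and without this block 30 regions were called in place of 12, all with fewer positive fragments. limma called 0 regions with the block and 0 without it, with an unadjusted p under 0.05 for 331 and 63 regions. It called 0 changed regions in the simulation at the real depth, so these counts say nothing about stability.

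The length difference was -11.3 bp with the High library alone as positive and -14.8 to 27.4 bp when replicates or sorts were left out. It was below 0 without replicate 2 and without HE1 of replicate 2 (-6.90). The GC difference was -0.642 to 0.0964 percentage points when replicates or sorts were left out, and above 0 only without replicate 2. The stage effect on shared regions was -0.0110 with at least 2 fragments per region and -0.0117 to 0.0601 when a stage was left out. The gate effect was -0.0459 without thinning, -0.0139 with at least 2 fragments per region and -0.0153 to 0.0242 when a stage was left out. The cause was not tested.

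The share of unbroken runs stayed past the threshold without thinning (70.6%, exact permutation p = 0.0167) and in windows of 500 bp (51.2%, exact permutation p = 0.0333). It was 47.6% with at least 2 fragments per region (exact permutation p = 0.0667) and 32.3% to 57.6% when replicates or sorts were left out. It missed the threshold in 8 of these 12 settings. The values were 43.3% without replicate 1, 50.8% without ES, 46.3% without HB and 49.0% without HP of replicate 1, and 50.2% without HB and 57.6% without HE1 of replicate 2. Without HE1 (36.4%) or HE2 (32.3%) of replicate 1 it lay below the mean of the orders. The cause was not tested.

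The count of regions was 5 with a minimum of 50 fragments, where fewer regions were tested, and 0 after collapsing near-identical fragments (100 with an unadjusted p under 0.05). It was 5 to 19 when replicates or sorts were left out, with 5 without replicate 2, 7 without ES, 7 without HB, 5 without HE1 and 19 without HP of replicate 2. The cause was not tested. Ratios of observed to expected fragments crossed 1 at Pxn (0.999 after collapsing near-identical fragments, 0.974 to 1.03 when replicates or sorts were left out), and in the latter settings at Dlk1 (0.977 to 1.17), Galnt1 (0.888 to 1.01), Eif2b3 (0.985 to 1.05), Gtf3c4 (0.114 to 1.09) and Stx3 (0.461 to 1.04).

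The number of motifs across stages was 0 to 1 when sorts were left out, with 1 (TEAD) without HE1 of replicate 1. Between positive and negative fragments it stayed at 0, while 41 of 228 single values changed sign, with a lowest adjusted p of 0.214. With the High library alone the differences were -0.249 percentage points for TEAD, -0.252 for SOX, -0.0541 for OCT, -0.511 for EBOX and -1.07 for RBPJ. With negative fragments matched on GC content and length they were -0.00277 for TEAD, -0.104 for SOX and -0.359 for RBPJ. In the central 200 bp they were -0.00715 for TEAD, -0.299 for EBOX, 0.00494 for CEBP and -0.360 for RBPJ. RBPJ was at -0.137 without fragments found on both sides, and RUNX at 0.0804 after collapsing near-identical fragments. When replicates or sorts were left out, the ranges were -0.770 to 0.635 for RUNX, -0.283 to 0.0858 for PU.1, -0.615 to 0.487 for GATA, -0.185 to 0.688 for TEAD, -0.300 to 0.613 for SOX, -0.0251 to 0.304 for OCT, -0.840 to 1.21 for EBOX, -0.00837 to 0.484 for CTCF, -0.0146 to 0.00175 for CEBP, -0.00355 to 0.0280 for NRF1 and -0.788 to 1.07 for RBPJ. The cause was not tested.

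The comparison of promoter shares and its alternatives, the distance of 500 bp included, were not run because the files hold distal fragments. Some settings gave no value. Sharing between replicates needs both replicates, and leaving out a sort there drops its whole stage. With 1 replicate alone the motif counts were not computed, since the smallest exact p between positive and negative fragments is 0.0625 and each stage would have a single value. Depth limits the comparisons that involve replicate 2 most, whose smallest library held 654 fragments.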

Other observations

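The tests of whether 1 library was deposited under 2 names, of deep sampling of 1 pool, of how far replicate 2 lies on the fragments of replicate 1, and of identical ends among overlapping fragments were chosen only after results that bear on them were seen. The numeric limits used to read the length test of HE1 Negative and HE1 Medium, the overlap test of replicate 2 and the test of identical ends, were also set after their values were seen. No biological explanation was tested for the sharing of fragments between libraries, since the design names none.

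HE1 Negative and HE1 Medium of replicate 1 shared 69.8% of the smaller library, although the former is the gate without reporter activity. Deposition of 1 library under both names is argued against, since 4.69% of the HE1 Negative fragments and 0.641% of the HE1 Medium fragments also occurred in replicate 2, a ratio of 7.32. Deep sampling of 1 pool of cells is argued against too, because the other 5 pairs of gates in that sort shared at most 5.90%. A candidate explanation is that material or index reads of HE1 Medium passed into HE1 Negative. The shared fragments had a median length of 151 bp, close to the fragments found only in HE1 Medium (150 bp) and not to those found only in HE1 Negative (196 bp). The step at which this would have happened stays open.

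The 4 HP gates of replicate 1 shared no fragment with each other, while each shared fragments with other stages of replicate 1 (median 1.77%). Near matches between these gates, with both ends within 5 bp but not identical, made up a median of 0.899% of the smaller library, against 0.883% at ES, 1.09% at HB, 1.25% at HE2 and 1.85% at HE1. This is consistent with a filter by the authors that removed fragments with identical ends in more than 1 gate of this sort.

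ES Medium and HE1 Low of replicate 2 held long fragments. The 2828 fragments they shared had a median of 350 bp. The ES Medium fragments not found in HE1 Low had a median of 187 bp, within the 183 to 239 bp of the other replicate 2 libraries, and the HE1 Low fragments not found in ES Medium had a median of 338 bp. A candidate explanation is that material or index reads of HE1 Low passed into ES Medium.

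Of replicate 1, HE1 Negative, HP Negative, ES High and HE2 Medium shared raised numbers of fragments with ES Medium or HE1 Low of replicate 2, up to 5.63%. These libraries were picked because their sharing with ES Medium or HE1 Low was high, and each was then paired with both. Not every pair was high. HE2 Medium shared 0.728% with HE1 Low, below the 1.19% of HE2 Negative of replicate 1, which was not picked. The fragments shared in these pairs had a median of 347 bp, near the replicate 2 libraries (335 bp) and far from the replicate 1 libraries (168 bp). This may reflect material or index reads passed between replicates. The same sites cut at the same bases in separate reactions are argued against as the whole cause. Among fragments overlapping the replicate 2 library, identical ends were 14.0 times as frequent as in the other gates of the sort (median over these pairs, lowest 5.20). In the HB sort, which has no such pair, the highest ratio was 2.95. With fragments of at least 300 bp alone the median was 23.9, the lowest 5.80 and the highest at HB 6.20, so that the weakest pair lay within that spread. HE2 Negative of replicate 1 was not among the libraries picked but was raised as well, with identical ends in 19.9% of its fragments overlapping ES Medium.

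Replicate 2 fragments had a lower GC content than replicate 1 fragments and fewer CTCF matches at each stage. Fragment length is argued against as the cause of the GC difference, which was 5.95 percentage points over all fragments and 6.25 among those of 150 to 200 bp. A possible explanation is that the filtering on open chromatin left replicate 2 with fragments outside the sites that replicate 1 covers, and the tables leave it open. A replicate 2 library had 19.5 ± 2.27% (SD, n = 20) of its fragments on a replicate 1 fragment, far below the 96.2 ± 2.26% (SD, n = 20) of a held-out replicate 1 library on the other replicate 1 libraries. It was also well above the 1.89 ± 0.242% (SD, n = 20) found after a shift of 10000 bp, where the explanation needed a value little above it. Without fragments of identical ends the first 2 shares were 14.8 ± 2.94% and 94.8 ± 2.85% (SD, n = 20). A held-out replicate 2 library had 61.4 ± 20.3% (SD, n = 20) of its fragments on the other replicate 2 libraries. A difference in the cloned material stays open as well, and the open-chromatin sites were not used here.

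For the regions with unequal negative and positive fragments, chance cannot be excluded. Of 100 splits that called 1 gate of each sort negative, the real one included, 35 gave at least the 12 regions observed, and the highest of the others gave 39. Whether material passed into HE1 Negative of replicate 1 contributes to these regions was not tested.

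The median number of positive fragments per region was 1.00 at ES, HB and HE1 and 2.00 at HE2 and HP. The value quoted from the study above is per distal ATAC site. Regions here are merged fragments, so no direction between the medians is given. The share of the positive regions of a stage that were positive at that stage alone was 47.4% at HE1, 36.6% at HB, 32.9% at ES, 21.8% at HP and 12.2% at HE2. With each stage thinned to 36551 positive fragments it was 39.9% at ES, 37.3% at HB, 34.1% at HE1, 25.3% at HP and 17.4% at HE2, so that the order of the stages depended on depth. Over all 75060 regions the unthinned share was 25.1% at HE1, 10.8% at HB, 7.60% at ES, 4.97% at HP and 3.28% at HE2. No direction against the range quoted from the study above is given, since that range refers to all distal sites and regions here are merged fragments, not the open-chromatin sites of the study.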
